A study of Mus musculus with 39 samples. Its data were reported in "Tracking disease progression by searching paths in a temporal network of biological processes" (2017).

How the data were processed

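RNA of samples labelled as brown fat stromal vascular cells and infiltrating macrophages was measured on 39 Agilent mouse arrays of 1 colour, with 1 array per diet and time point. Samples were grouped by diet and time point as the labels give them. The Week 12 array named HF20 has a characteristic that gives the high fat diet alone. Its title and source name give HF20, and it was grouped as HF20. Weeks are counted from Day 14, as the methods state.

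Per the file headers, the scanner files hold spot intensity after background subtraction by Agilent Feature Extraction, with no normalization between arrays. The deposited series table holds log2 values, which the authors made by shifting each array to its 75th percentile and subtracting the LFC array of the same time point. It was used as an alternative and for the comparison with the arrays only. Each array had 43803 spots other than controls, for 40628 probes and 29407 gene symbols, where 4 symbols had been turned into dates in the table. The arrays were scanned on 18 dates on 36 slides, and 3 slides held 2 arrays.

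The processed signal was taken as log2, and the 75th percentile of the array was subtracted. Spots marked as nonuniform or as population outliers were left out, and the spots of a probe were averaged. A probe was kept when it was well above background on at least 6 arrays, which left 34035 probes of 24713 genes, and 9854 probes were well above background on all 39 arrays. Arrays have no read depth. The limit is the signal over background, with a median of 57.3% of spots well above it and 31.2% on the dimmest array, so weak genes are measured less precisely on dim arrays.

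Differences were tested with limma 3.58.1 in R 4.3.3, in 1 additive fit of diet and time point over all 39 arrays. The dose trend used the 24 arrays of HFC and the doses at Week 3 to Week 18, the early against late comparison the 20 arrays of LFC and HFC at shared time points, and the trend over time the 21 arrays of LFC and HFC. P-values were two-sided and adjusted by Benjamini-Hochberg with a threshold of 0.05. A fit run by pattern of missing values matched limma, with a largest difference of 2.66e-15 in log10 p. The pairing of arrays by time point was checked by the correlation of HFC and LFC residuals. It had a median of 0.179, and 5 of 10 time points were over 0.1, so the time points do not all pair, and the block was kept as planned. Blocks of slides and scan dates (statmod 1.5.0) are among the alternatives.

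Named genes follow a rule set before the data were examined. For each contrast these are the genes past the threshold with the same sign at 80% or more of the time points, the 5 with the largest rise and the 5 with the largest fall, or, where fewer than 3 pass, the 3 with the smallest p, said not to pass. For early against late 2 of these 3 are given. The genes of the fixed list and the sex-linked genes may also be named. Each gene was read from its probe with the highest mean signal.

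Lists of 15 cell types and pathways (macrophage, inflammatory, alternative activation, brown adipocyte, general adipocyte, skeletal muscle, T cell, B cell, neutrophil, erythroid, endothelial, fibroblast, cell cycle, sterol synthesis and lipogenesis), a fixed list of 20 genes and the path genes of the study were written before the data were examined. The lists were tested with camera on the moderated z of the fit at a preset correlation of 0.01, since missing values rule out the usual input, and with fry and an estimated correlation on values completed from the fit. Exact tests exchanged the diets within time points. The lists for fat depots, the tests of titles, of lists at each time point and of the trends, and the scores of processes were chosen after the data were seen. Random gene lists numbered 10000, and scores of processes used 1000 permutations and processes with over 15 genes.

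A self-test changed 200 probes by 2-, 4- and 16-fold in data simulated at the spread of the fit. For HFC against LFC 0%, 51% and 95% were recovered, for the dose trend 0%, 17% and 86.5%, and for the trend over time 0%, 0% and 68.5%. Alternatives were other normalizations, filters, tests, blocks, the leaving out of each time point, and settings added after seeing the data for titles, outlier-marked spots, 3 arrays with over 10% of spots left out, the Day 14 labels and LFC Week 3. Computation outside R used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.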

Results

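Gene expression in cells of mouse brown fat was followed over a diet time course. C57BL/6J mice, a common laboratory strain, received a low fat diet (LFC), a high fat diet (HFC), or the high fat diet with a formulation named KAL at 5, 20 or 75 µg (HF5, HF20 and HF75). The labels describe the samples as infiltrating macrophages of brown fat, that is, cells of the stromal vascular fraction, which is left when the fat cells are removed. Yet the fat cell genes Adipoq and Cidea were well above background on all 10 LFC and all 11 HFC arrays. Their mean levels were 4.2 and 6.6 in LFC and 3.8 and 5.6 in HFC (log2 relative to the 75th percentile). RNA of fat cells was thus present, and the differences below cannot be placed in macrophages. Each of the 39 arrays held 1 diet at 1 time point. LFC had 10 arrays (Day 1, Day 6, Day 10, Day 14 and Week 0, 3, 9, 12, 15 and 18), HFC had 11 (the same time points and Week 6), and HF5, HF20 and HF75 had 6 each (Week 3 to Week 18). No diet was repeated under 1 time label. Day 14 and Week 0, which the methods count as the same day, are the only repeat, for LFC and HFC. The spread against which a difference was set is therefore the spread over time points.

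Array brightness varied widely. The 75th percentile of the signal ranged from 18.1 (HF20 Week 9) to 3974 (HF20 Week 15) with a median of 129.9 intensity units, and the share of spots well above background ranged from 31.2% (HF5 Week 18) to 98.0% (HF20 Week 15) with a median of 57.3%. Spots marked as nonuniform or as outliers made up 71.4% of HF20 Week 15, 18.6% of HF5 Week 12 and under 2.5% of 36 arrays. Across 741 pairs of arrays the correlation over probes ranged from 0.446 to 0.979 with a median of 0.874. The highest value belonged to the LFC and HFC arrays of Week 0. At most 2 probes had equal values on any pair, so no array was a copy of another.

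The diets were first set side by side at each time label, with 1 array per diet and without a test. Of the probes well above background on at least 1 of the 2 arrays, 3074 differed at least 2-fold between HFC and LFC at Week 0 and 19859 at Week 12, with a median of 10347.5 over the 10 time points. Requiring both arrays to be well above background moved this median most, to 5630. Arrays of 1 diet at different time points differed as much. The 45 pairs of LFC arrays had 5750 to 20024 such probes (median 11844) and the 55 pairs of HFC arrays 4761 to 24807 (median 13645). The counts between diets were therefore not larger than the spread within a diet. A total of 6 probes were at least 2-fold apart in 1 direction at every time point.

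**Figure D1:**
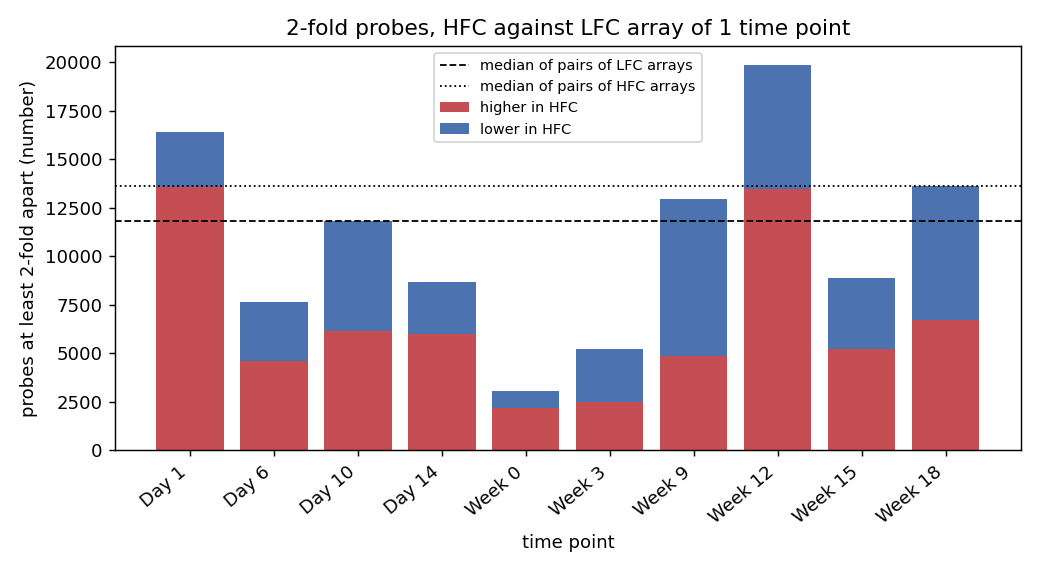
Number of probes at least 2-fold apart between the HFC and the LFC array of each time point, as stacked bars of probes higher and lower in HFC. The broken lines are the medians of pairs of LFC arrays (11844) and of HFC arrays (13645), and the bars range from 3074 at Week 0 to 19859 at Week 12.

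Day 14 and Week 0 are the same day when weeks are counted from Day 14. Between these arrays 9782 of 27348 probes were at least 2-fold apart in LFC (correlation over probes 0.892) and 15051 of 30369 in HFC (0.805). The 2 arrays of each diet were scanned on different dates. The HFC and LFC arrays of Week 0, scanned on the same date, had 3074 such probes. The other HFC and LFC pairs of 1 scan date had 8662 (Day 14) to 19859 (Week 12). Pairs of different dates had 5205 (Week 3) to 16439 (Day 1), so these counts do not separate by scan date.

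The difference between HFC and LFC over all time points was tested with limma, with the time point as a block. At an adjusted p of 0.05, 0 of 34035 probes passed, and the smallest adjusted p was 0.104. At an unadjusted p under 0.05 there were 959 probes, against 1702 expected by chance. The methods' t-test compares replicates at a single time point. Here it could only be run with arrays of different time points as replicates of a diet, and in that form it gave 0 probes after correction and 1284 at an unadjusted p under 0.05. Array weights moved the count most, to 24 probes (1 higher and 23 lower in HFC). The median residual standard deviation was 1.04 on the log2 scale and the median standard error of the difference was 0.46. In data simulated with this spread 51% of 4-fold changes and 0% of 2-fold changes were recovered, so smaller changes were not detectable here. The 3 genes with the smallest p, none past the threshold, were 1700018G05Rik (log2 difference -3.16, SE 0.56, lower at 9 of 10 time points), Scd1 (-3.50, SE 0.63, lower at 10 of 10) and Gm9112 (-3.41, SE 0.64, lower at 9 of 10). Scd1 was well above background on all 21 arrays, with a mean of 6.08 ± 1.00 (SD, log2 relative to the 75th percentile) in LFC and 2.65 ± 1.46 in HFC. The probes of 1700018G05Rik and Gm9112 were well above background on 3 and 4 of the 11 HFC arrays and on 7 of the 10 LFC arrays.

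A fixed list of 20 genes of fat cells, macrophages and inflammation was adjusted on its own, and 19 of them had a probe that could be tested. Adjusted over the list alone, 2 genes differed between HFC and LFC (limma), and adjusted over all probes 0 did. Both were lower in HFC at 10 of 10 time points. They were Scd1 (adjusted p over the list 0.000116) and Fasn (log2 difference -2.06, SE 0.50, adjusted p over the list 0.0028). Ucp1 (0.50, SE 0.99) and Adipoq (-0.42, SE 0.65) did not pass, which does not show that they are unchanged. The Ucp1 value includes 9.10 at Day 10 and -8.97 at Week 12, against -1.38 to 2.79 at the other 8 time points. The second probe of Ucp1 gave 1.17 (SE 0.66). Of the macrophage genes, Cd68 (0.35, SE 0.54), Mrc1 (0.55, SE 0.44) and Emr1 (0.05, SE 0.50) did not pass either.

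Lists of 15 cell types and pathways were tested with camera at a preset correlation of 0.01 for the 4 diet contrasts, 60 tests in all. In HFC against LFC 4 lists were lower and none was higher. The lipogenesis list fell by 1.55 on the log2 scale, with 14 of 14 genes lower (adjusted p 2.63e-19). Sterol synthesis fell by 0.55 (15 of 16 genes, adjusted p 2.28e-06), general adipocyte fell by 0.65 (13 of 14, 0.000465) and brown adipocyte fell by 0.50 (11 of 15, 0.0178). The brown adipocyte list changed direction, to 0.07, when Week 12 was left out, and was no longer called without Day 1 (-0.46) or Week 18 (-0.39). Without Day 10 it was -0.80. General adipocyte was no longer called without Week 12 (-0.46). With the 9 arrays of titles BA or BAT left out, a setting added after the data were seen, general adipocyte was -0.16 (adjusted p 0.501) and sterol synthesis -0.17 (adjusted p 0.13), and neither was called. The remaining 11 lists (macrophage, inflammatory, alternative activation, skeletal muscle, T cell, B cell, neutrophil, erythroid, endothelial, fibroblast and cell cycle) had an adjusted p of 0.0771 or more. The sign of the mean and of the test differed for 2 of these, erythroid and cell cycle, whose mean differences were 0.01 and 0.00. The genes of a list moved together from array to array, with estimated correlations of 0.423 to 0.811. Of the 19 calls in the 60 tests, 1 held with the estimated correlation (lipogenesis in HFC against LFC, adjusted p 0.0406) and 0 held with fry (smallest adjusted p 0.102).

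The lipogenesis list was also compared time point by time point. The mean difference of HFC minus LFC was -1.79 ± 1.25 (SD over 10 time points), with the list lower at 9 of 10. The exact two-sided permutation test that exchanged the diets within time points gave p 0.00391, or 0.0587 after correction over the 15 lists, which did not pass 0.05. General adipocyte (-0.84, p 0.0254, adjusted 0.191, exact test) and sterol synthesis (-0.52, p 0.0547, adjusted 0.274, exact test) did not pass either, nor did any other list. Where both arrays shared a scan date (6 time points) the lipogenesis difference was -2.07, and the list was lower at 6 of 6.

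**Figure D2:**
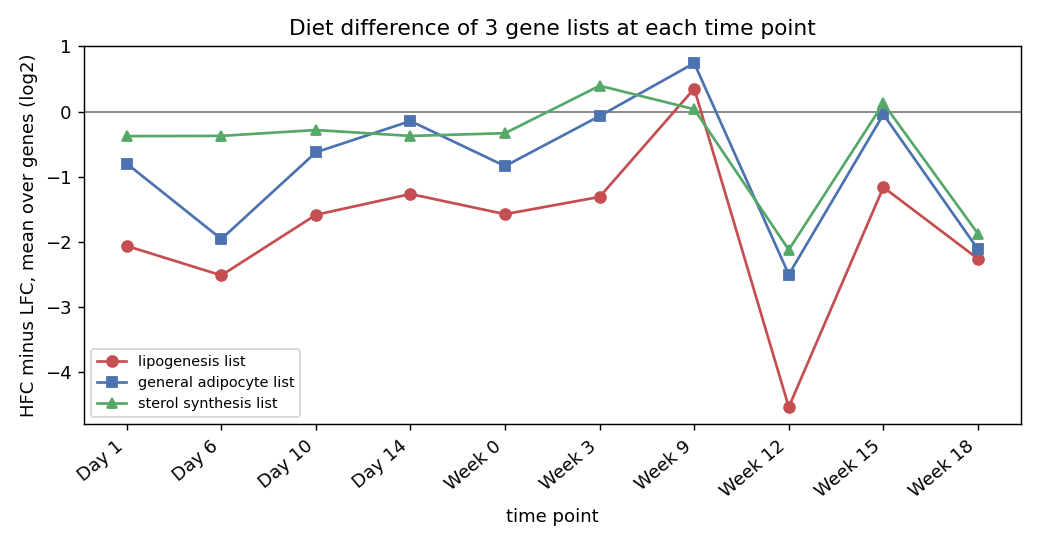
Mean log2 difference, HFC minus LFC, over the genes of the lipogenesis, general adipocyte and sterol synthesis lists at each of the 10 time points with both diets (1 array per diet, so without error bars). The lipogenesis list lies below 0 at 9 of 10 time points, from -4.54 at Week 12 to 0.35 at Week 9.

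The 3 doses were then compared with HFC over 6 time points each. With limma 0 probes passed for HF5, HF20 and HF75. At an unadjusted p under 0.05 there were 498, 907 and 1210 probes, and the methods' t-test, again with time points as replicates, gave 0 after correction and 1539, 1759 and 2131 unadjusted. The 3 genes with the smallest p, none past the threshold, were Hoxd8 (-1.23), Slc15a2 (-2.51) and Col17a1 (-2.02) for HF5. For HF20 they were Hspa5 (-1.68), Aplnr (-1.60) and Bst2 (-1.58), and for HF75 Ly6g6d (1.88), Olfr71 (2.24) and Olfr1495 (3.58). Several of these were close to background. Olfr71 was well above it on 2 of 11 HFC and 3 of 6 HF75 arrays, Col17a1 on 9 of 11 HFC and 2 of 6 HF5 arrays, and Hoxd8 on 10 of 11 HFC and 4 of 6 HF5 arrays. Aplnr was well above it on 4 of 6 HF20 arrays, and Slc15a2 on 5 of 6 HF5 arrays. Olfr1495 was well above it on 10 of 11 HFC arrays. The second probe of Ly6g6d did not differ in HF75 (0.005, SE 0.353). That of Aplnr in HF20 had the opposite sign (0.72, SE 0.78). In HF5 the further probes of Slc15a2 (-2.64 to -1.41) and Col17a1 (-1.09) were also lower. Of the fixed list 0 of 19 genes passed for any dose, whether adjusted over the list alone or over all probes, with smallest adjusted p over the list of 0.275, 0.945 and 0.892. In the self-test 25%, 32% and 27.5% of 4-fold changes were recovered for HF5, HF20 and HF75.

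At the preset correlation 6, 5 and 4 lists were called for HF5, HF20 and HF75. Endothelial (-0.79, -0.89 and -0.34) and fibroblast (-0.55, -0.58 and -0.32) were lower than in HFC at each dose, and neutrophil (0.99, 0.97 and 1.20) was higher. Erythroid was called for HF20 (0.89) and HF75 (1.32). Lipogenesis was called for HF5 (0.47) and HF20 (0.58), and brown adipocyte (1.02) and general adipocyte (0.44) for HF5. None of these 15 calls held with the estimated correlation or with fry. Among lists that were not called, the mean and the test differed in sign for macrophage, skeletal muscle and cell cycle in HF75. The mean and the median differed in sign for cell cycle in HF5, for alternative activation in HF20 and HF75, and for inflammatory in HF75. Most of them also depended on single time points. Without Week 6 neutrophil was no longer called at any dose (0.23, 0.69 and 0.49), and for HF20 it was 0.29 without Week 9 and 0.42 without Week 18. Without Week 15 the endothelial and fibroblast differences of HF75 changed sign, to 0.06 and 0.15, and fibroblast was no longer called for HF5 (-0.17) and HF20 (-0.06). Endothelial for HF20 was then -0.43 and still called. Lipogenesis was no longer called for HF5 without Week 15 (0.07) and for HF20 without Week 12 (0.02). General adipocyte for HF5 was no longer called without Week 3 (0.19) or Week 15 (0.18). Erythroid was no longer called for HF20 without Week 9 (0.40) or Week 6 (0.55) and for HF75 without Week 12 (0.94). Without Week 12 fibroblast was no longer called for HF5 (-0.20) and HF20 (-0.43). Without Week 15 the HF75 differences of neutrophil and erythroid were 2.33 and 2.01. Further calls were lost without other single time points, among them endothelial for HF75 without Week 18 (-0.22). Brown adipocyte for HF5 and endothelial for HF5 and HF20 were called whichever time point was left out. Without the titled arrays brown adipocyte for HF5 was of the same size (1.01) and no longer called (adjusted p 0.074). General adipocyte for HF5 then fell to 0.075, and lipogenesis to -0.085 for HF5 and 0.08 for HF20, none of them called. Neutrophil and erythroid for HF20 and endothelial for HF75 were not called either. Calls that held included endothelial and fibroblast for HF5 and HF20, neutrophil for HF5 and HF75, and erythroid for HF75. This setting keeps HFC Week 6, an array without the token whose neutrophil (-4.5), erythroid (-2.9) and general adipocyte (1.5) levels resemble those of late titled arrays. The calls that held are therefore not shown to be free of what the titles mark.

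A slope over the dose rank gave 0 probes past the threshold with limma (2395 at an unadjusted p under 0.05, smallest adjusted p 0.347). The genes with the smallest p, none past the threshold, were Gm4881, V1rd16 and LOC675091, with slopes of 1.04, 0.88 and 1.15 per dose step. Gm4881 was well above background on 3 of 11 HFC and 3 of 6 HF75 arrays, V1rd16 on 7 and 5, and LOC675091 on 10 and 6. On HF5 arrays the counts were 1, 1 and 4 of 6. To ask whether the formulation moved expression back toward the low fat diet, the dose effect was correlated over probes with the diet effect at the 5 time points that hold all 5 diets. The correlations were -0.435 for HF5, -0.242 for HF20 and -0.213 for HF75. Probes are not independent replicates, and both effects share the HFC arrays, which alone gave a correlation of -0.5 in simulated unchanged groups. Exchanging the diets within time points gave means of -0.476, -0.478 and -0.476, and exact permutation p of 0.867, 0.389 and 0.362. No correlation was therefore stronger than the shared arrays give. With HFC arrays of different time points in the 2 differences the correlations were -0.269, 0.294 and -0.122 (exact permutation p 0.477, 0.289 and 0.762). Without Week 15 the HF75 correlation was 0.031.

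The diet effect at Week 3 to Week 18 was compared with that at Day 1 to Week 0 as an interaction. With limma 0 probes passed (802 at an unadjusted p under 0.05). The 2 genes with the smallest p, neither past the threshold, were E430028B21Rik (-2.58) and LOC637477 (-2.24). They were well above background on 9 and 8 of 11 HFC arrays and on 9 and 7 of 10 LFC arrays. Only 29.5% of 16-fold changes were recovered in the self-test for this comparison. The median of all probes was -0.19 with the 75th percentile scaling and -0.06 with quantile normalization. A slope over the log2 of days in LFC and HFC gave 0 probes past the threshold with limma (4057 at an unadjusted p under 0.05, smallest adjusted p 0.0788). The genes with the smallest p, none past the threshold, were Aplnr (-0.55), Iigp1 (-0.48) and Bmf (-0.44 per doubling of days), all well above background on every HFC array, and Bmf on 9 of 10 LFC arrays. Adjusted over the list alone, Dio2 (0.53, adjusted p 0.0212) and Scd1 (0.35, adjusted p 0.0259) rose with time, and adjusted over all probes neither did. The LFC and HFC arrays highest in the general adipocyte list were all late, namely HFC Week 6 (1.51), HFC Week 9 (1.23), LFC Week 12 (1.19) and LFC Week 18 (2.06). The next was LFC Day 6 (0.31). The trend over time is therefore not separated from the share of fat cell RNA. Each scan date held arrays of a single time label, so scan date could not enter this fit as a fixed term. As a random block (correlation 0.237) it gave 0 probes past the threshold with limma. Camera at the preset correlation, chosen for these contrasts after the data were seen, called 3 lists for the dose trend, 4 for early against late and 8 for the trend over time, and these calls were not tested with fry or an estimated correlation.

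The study followed liver genes along paths of processes, and the genes it named were examined here at the 7 time points with at least 5 of them. Their median absolute difference between HFC and LFC lay between the 21.4 and the 93.0 percentile of 10000 random gene lists matched on expression, with the highest value at Week 12. None reached the 95 percentile. With quantile normalization 1 time point did (Day 14, 96.8), and with the mean in place of the median 1 did (Week 15, 98.5). The study scored its paths in brown fat infiltrating macrophages too, by enrichment of whole processes, and reported a higher mean score in liver. That measure differs from the gene differences used here.

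The enrichment score of the methods was computed for 390 gene ontology processes. The highest normalized score (nes) at each time point ranged from 1.64 (Day 1, epithelial cell differentiation) to 2.04 (Week 3, T cell differentiation). Between the Day 14 and Week 0 arrays of the same diet the highest was 1.55. The rank correlation of the scores between Day 14 and Week 0 was 0.374 over processes, where the median between time points was 0.389, so the scores of the same day were no more alike than those of other days.

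The titles of 9 arrays hold the token BA or BAT where the other titles do not, and these arrays were compared with the others of the same time point after the data were seen. Over the 6 time points with both kinds of title the general adipocyte list was higher on titled arrays by 1.59 on the log2 scale (exact permutation p 0.00575, adjusted over 15 lists 0.00958, two-sided). The neutrophil list differed by -3.29 (p 0.00015, adjusted 0.00075, exact permutation), the inflammatory list by -3.16 and the macrophage list by -1.17 (adjusted 0.0131). At Week 12 and Week 15, where all 5 arrays share a scan date, every titled array was above every other array in the general adipocyte list. At Day 1 the titled array was lower than the other.

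**Figure D3:**
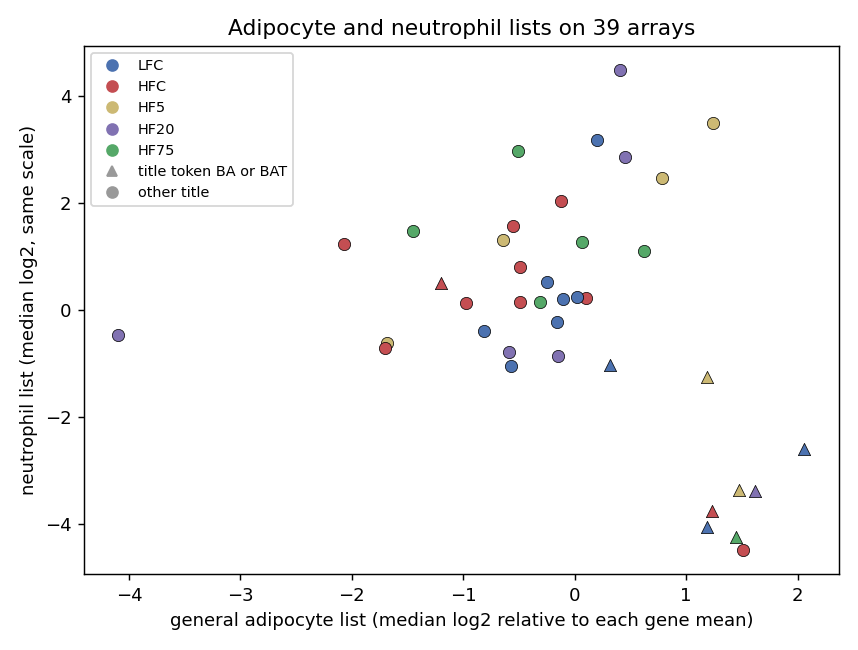
Level of the neutrophil list against that of the general adipocyte list on each array, both as the median log2 over genes relative to the mean of each gene over arrays, with 1 symbol per array, coloured by diet and shaped by title. Titled arrays other than those of Day 1 and Day 6 lie at 1.19 or higher in the adipocyte list and are lower in the neutrophil list than every array without the token except HFC Week 6.

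Ucp1, the marker of brown fat, was low on 2 arrays. Its log2 level relative to the 75th percentile was -3.16 on LFC Day 10 and -3.18 on HFC Week 12, against 1.48 or higher on the other arrays. Genes of visceral fat, from a list written after this was seen, were high on both arrays. Wt1 was 0.58 and 1.46, against a median of -5.29 on the others, and Msln was 3.47 and 4.08, against -4.07.

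**Figure D4:**
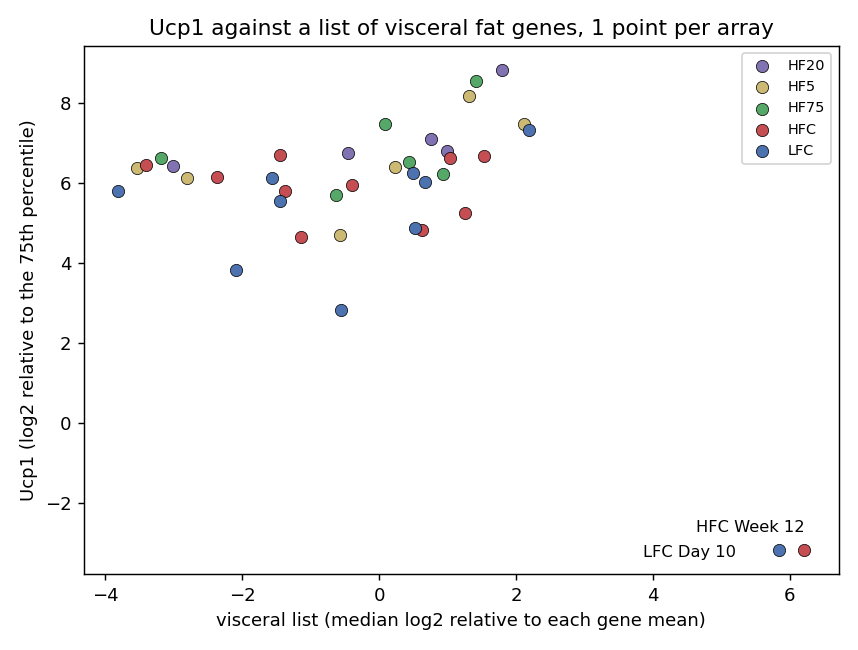
Log2 level of Ucp1 relative to the 75th percentile against the median log2 level of the visceral fat list relative to each gene mean, 1 point per array, coloured by diet. HF20 Week 15 is not drawn since its spots of the list were marked as outliers, and LFC Day 10 and HFC Week 12 lie apart from the others, with Ucp1 at -3.16 and -3.18.

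Genes of the Y chromosome were present on every array (Eif2s3y well above background on 39 of 39). Xist, which marks female cells, was well above background on 2 arrays for the probe with the highest mean signal, and reached 0.62 on LFC Day 1, against -3.15 on the next array and a median of -5.14. On LFC Day 1 another of the 4 Xist probes was also well above background, at -1.17, the highest value of that probe, and the other 2 were not. Eif2s3y was 1.20 there, against a median of 1.07, so RNA of male cells was present, and a share of female RNA was not excluded for that array.

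The table of the authors gives 1 column per array, as a log2 difference from the LFC array of the same time point. Apart from the columns named next, the correlation over probes with that difference was 0.991 or higher. At Day 14 the column named LFC followed HFC minus LFC (0.995) and the column named HFC was 0 throughout. The HFC Week 12 column followed its array with 0.768 only. The array that it implies was closest to HF5 Week 12 (0.926) and HF20 Week 15 (0.914). The 4 columns of Week 6 share 1 reference, which is none of the 39 arrays, and the lowest correlation between the references that they imply was 0.9997.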

Values the study reported

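The study reported 40628 probes that correspond to 29411 gene symbols on this array. Its paths were found in liver arrays of the same time course, and in liver the highest normalized enrichment score was 2.12 at Day 1 and 2.20 at Day 56. The study also scored these paths in other datasets, with brown fat infiltrating macrophages among them. It reported a higher mean score of the paths in liver than in the other datasets.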

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

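The tests of this part were chosen after the results were seen, except that the prediction for fat depots was written before the levels of its lists were looked at. For that test the probes were changed after a first look, from those past the filter to the brightest probe of each gene.

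Within each diet other than HFC, 29 measures were examined for a single array far from the others, and 19 of 113 groups held one, where chance gives about 5.65. The genes examined were chosen after the data were seen.

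Several of these arrays had many marked spots. The share of spots left out was 71.4% on HF20 Week 15 (nearest other array 0.0753%) and 18.6% on HF5 Week 12 (nearest 0.1%), and 0.947% on LFC Day 1. On HF20 Week 15 the levels of Ucp1 (1.48, nearest 6.41), Ddx3y (-1.88) and Eif2s3y (-2.10) were the lowest of the diet, and on HF5 Week 12 so was Ddx3y (-1.58). The 2 arrays have the highest shares of left-out spots, the lower of them 18.6%, so low array quality may be behind these values. No biological explanation was tested.

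Other arrays stood apart with a title token BA or BAT. HF75 Week 15 was low in the macrophage (-1.50), inflammatory (-5.01), T cell (-2.20) and cell cycle (-2.31) lists and high in Scd1 (6.55, nearest 3.94). HF20 Week 12 was low in the inflammatory list (-5.62) and high in Lep (1.40, nearest -2.15). The tests of titles are given under the other observations, where the neutrophil list differs by -3.29 between titled and other arrays. A candidate explanation is that these arrays hold another fraction of the tissue.

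Ddx3y on LFC Week 18 (-1.43, nearest 0.29), on a titled array, and Kdm5d on HF75 Week 3 (-3.96, nearest -2.73) also stood apart. HF5 Week 9 was low in the skeletal muscle list (-5.72, nearest -0.05). It is titled, but the titled arrays were not low in this list (difference 0.74), so the titles do not account for it. These values had no test of their cause.

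LFC Day 10 was low in Ucp1 (-3.16, nearest 2.83 in LFC) and in the brown adipocyte list (-3.99, nearest -1.11), and HFC Week 12, in a group of 11 that was not examined in this way, was as low in Ucp1. A single bad spot is argued against, since the brown adipocyte list without Ucp1 was also lowest on these arrays, with medians of -3.94 and -4.14 relative to the gene means. The next were HF20 Week 15, where most spots were marked (-3.65), and HFC Day 6 (-2.10). Low array quality is argued against for LFC Day 10, with 0.089% of spots left out, though HFC Week 12 had 11.1%. In the difference of posterior Hox and brown depot genes, the 2 arrays ranked in the first 2 places of 39, the lower at rank 2. This decides little, since it came from the brown depot genes, whose loss had prompted the test. In posterior Hox genes alone the arrays ranked 7 and 9. The visceral list was higher on both than on every other array with a value, by a gap of 3.65 on the log2 scale. Tissue from visceral fat, or a mixed-up sample, is therefore a candidate explanation. It rests on a pattern found in these data and, for HFC Week 12 only, on the table of the authors. The HFC Week 12 column followed its array with 0.768 only. The array that it implies was closer to HF5 Week 12 (0.926) than to HFC Week 12 (0.779). The HFC Day 10 column, which is set against LFC Day 10, followed its arrays with 0.999, so LFC Day 10 has no such sign. A diet effect of 1 direction is argued against, since HFC minus LFC for Ucp1 was 9.10 at Day 10 and -8.97 at Week 12. At the other 8 time points it was -1.38 to 2.79. For the visceral list it was -6.23 and 10.01, against -4.56 to 3.12. LFC Week 12 had the most saturated spots of any array (1126). If Ucp1 was among them, its fall at Week 12 would be larger than -8.97. An effect confined to each of these arrays was not tested, since neither has a repeat.

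Between the early and late diet effect 4 lists differed with camera at the preset correlation, namely macrophage (0.47), inflammatory (1.44), alternative activation (1.08) and fibroblast (0.89), all higher late. Exact permutation tests over 252 splits of the 10 time points gave p 0.619, 0.563, 0.452 and 0.357 for these lists in this order, so a chance split of the time points was not excluded for any of them. Without Week 12 the late minus early difference of the list means went from 0.53 to -0.185 for macrophage, from 1.44 to -0.261 for inflammatory, and from 1.19 to 0.309 for alternative activation. The arrays of Week 12 may thus account for much of these 3 differences. For fibroblast it went from 0.90 to 0.451, which leaves this open. The inflammatory difference of HFC minus LFC was 8.47 at Week 12 and -5.61 at Week 9. A change of the diet effect with time stays open.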

How the results depend on the processing

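Settings for titles, outlier-marked spots, the Day 14 labels, LFC Week 3 and the 3 arrays with over 10% of spots left out were added after the data were seen. The others were set before the data were examined. The cause of a change was not tested unless it is named.

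For HFC against LFC, 23 of 31 alternatives also gave 0 probes. Quantile normalization gave 2, the filter on all arrays 2, array weights 24, only the arrays of the 2 diets 1, the title as a covariate 4, titled arrays left out 2, and leaving out time points 0 to 1 (1 without Day 1 or Week 15). With no replicate block, that is, without the pairing by time point, there were 0 probes and 732 at an unadjusted p under 0.05 (limma), and this was 0 past the threshold for the other 5 contrasts too. HF5, HF20 and early against late gave 0 under all their 26, 27 and 26 alternatives. HF75 gave 1 with array weights, 1 with the title as a covariate and 3 with titled arrays left out. The dose trend gave 3 with array weights, 74 with the title as a covariate and 0 to 7 over time points left out, with 7 without Week 15. The trend over time gave 4 with quantile normalization, 12 with the filter on all arrays, 172 with array weights, 2 with eBayes with trend and robust, 111 with all 39 arrays, 3 with days in place of log2, and 0 to 1 over time points left out.

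The 19 calls of marker lists became 1 with the estimated correlation, 0 with fry and 12 without titled arrays. Over time points left out there were 14 to 31, with 31 without Week 6. The brown adipocyte difference of HFC against LFC reversed without Week 12 (0.067, in a range from -0.798 to 0.067 over time points left out), without titled arrays (0.202) and without the 3 arrays of many marked spots (0.011). The lipogenesis difference of HF5 reversed without titled arrays (-0.085). For HF75 the endothelial (-0.616 to 0.055) and fibroblast (-0.652 to 0.153) lists reversed without Week 15. Without titled arrays general adipocyte and sterol synthesis in HFC against LFC were no longer called (-0.161 and -0.165). The lipogenesis list stayed lower in HFC under all 19 alternatives, from -1.76 to -1.12, and past the threshold under 18 (with fry it was not). Apart from fry and the estimated correlation, these kept the preset correlation of 0.01, where 0.423 was estimated, so passing them says little about chance. The adjusted p was 0.0406 with camera at the estimated correlation, 0.102 with fry and 0.0587 in the exact permutation test.

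Scd1 stayed past the threshold over the list alone in all 31 alternatives (-3.82 to -2.49), and Fasn in 29 of 31 (-2.22 to -1.52). The median number of 2-fold probes fell to 5901.5 at 3-fold and to 5630 with both arrays well above background. Between Day 14 and Week 0 the LFC count was 6225 at 3-fold, 4889 with both arrays well above background and 15699 with the Day 14 labels exchanged. The HFC count was 7794 with both arrays well above background and 9699 with the labels exchanged. A stricter rule counts fewer probes by construction. Path genes reached the 95 percentile at 1 time point with quantile normalization and at 1 with the mean. The correlation of dose and diet effects reversed for HF20 with HFC arrays of different time points (0.294, with -0.269 for HF5 and -0.122 for HF75) and for HF75 without Week 15 (-0.584 to 0.0307 over time points left out).

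The trend over time was not run on the authors' table, and the slide block was not run for early against late and the trend over time, where no slide holds more than 1 of their arrays. Weak signal limits the rest, since the median array had 57.3% of spots well above background.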

Other observations

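The tests of this part were all chosen after the results were seen.

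The lipogenesis list was lower in HFC than in LFC. A chance order of the diets within time points is not excluded, since the exact permutation p of 0.00391 became 0.0587 after correction over 15 lists (lower at 9 of 10 time points). A lower share of adipocyte RNA is argued against, since the lipogenesis difference lay below that of the general adipocyte list (1 shared gene left out) at 10 of 10 time points, by a mean of -1.03, although both were higher in HFC at Week 9, with an exact permutation p of 0.00195, the smallest this design can give. Titled arrays are argued against, with -1.38 over the 5 time points where neither array is titled, lower at 5 of 5. Scan date is argued against, with -2.07 over the 6 time points with 1 date, lower at 6 of 6. Chance and an effect of the high fat diet on lipogenic genes thus both stay open.

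The arrays with BA or BAT in their title had more signal of fat cells. A chance assignment of titles is argued against by the exact permutation p of 0.00575 over 20000 arrangements. With brightness of the array in the model the general adipocyte difference was 2.59 (SE 0.52). This cannot settle brightness, since titled arrays were mostly the bright ones. At Week 9 their 75th percentiles were 918 and 1076, against 18.1 to 24.1 on the others. At Week 12 and Week 15 the bright arrays without the token were HFC Week 12 (950) and HF20 Week 15 (3974). These had 11.1% and 71.4% of spots left out. With brightness in the model the neutrophil difference was -2.25 (SE 0.80) and the erythroid difference fell in size from -2.49 to -0.73 (SE 0.34). The macrophage difference went from -1.17 to -0.70 (SE 0.49), within 2 standard errors of 0, so brightness is not excluded for that list either. Scan date is argued against, since the smallest gap between titled and other arrays at time points with 1 date was 1.13. A fraction richer in fat cells and poorer in blood and immune cells is a candidate explanation, and the neutrophil list at -3.29 goes with it. Day 1 does not follow the pattern, and HFC Week 6 follows it without the token. The pattern was found in these data, and the title may mark something else.

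The Day 14 columns of the authors' table appear exchanged, and the files of the 2 samples could be exchanged in place of the columns. As linked, the lipogenesis list at Day 14 was -1.27 (HFC minus LFC), which is the direction of most other time points. Exchanged files would reverse this value and place it above 0.35 (Week 9), the highest of the other time points. The other early differences were -2.06 (Day 1), -2.52 (Day 6), -1.59 (Day 10) and -1.58 (Week 0). Scd1 and Fasn, both on the list, were lower in HFC at 10 of 10 time points as linked. These values argue against exchanged files, for the lipogenic genes. Probe counts between Day 14 and Week 0 do not decide. With exchanged labels the LFC count rose to 15699 and the HFC count fell to 9699. With 1 array per diet, exchanged files are not excluded.

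When marked spots were kept, 1 of 4 Xist probes was far up on LFC Week 3, at 5.98. Of the other 3 probes 0 were well above background there, which argues against RNA of a female animal. The spot carries an outlier mark, so a spot artefact is the candidate explanation.

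Other splits of the samples gave as many probes at an unadjusted p under 0.05, a count used since 0 probes passed after correction. This was so for 46 of 100 splits in HFC against LFC, 20 of 32 in HF5, 25 of 32 in HF20, 15 of 32 in HF75, 23 of 100 in the dose trend, 71 of 100 in early against late and 14 of 100 in the trend over time. Chance could not be excluded for any of these counts. In the dose trend 3 splits had probes past the threshold, up to 3793, and in the trend over time 5 did, up to 3349.

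The HFC Week 6 column of the authors' table has 11611 of 28796 probes at least 2-fold from its reference, which is not analysed here as a diet effect because no LFC array of Week 6 was used here.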
